A study of Mus musculus with 24 samples. Its data were reported in "A Cross-Platform Comparison of Affymetrix and Agilent Microarrays Reveals Discordant miRNA Expression in Lung Tumors of c-Raf Transgenic Mice" (2013).

How the data were processed

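Total RNA of lung tissue from SP-C/c-raf transgenic mice, in which the surfactant protein C promoter directs an active c-Raf kinase to the lung epithelium, and from wild type mice was labelled with Cy3 and hybridised to 1-colour mouse miRNA arrays, 1 animal per array. The labels give a genotype, a sex and a replicate number to each of the 24 arrays, so that there were 4 groups of 6 arrays. They are called M WT for wild type males, F WT for wild type females, M c-Raf for transgenic males and F c-Raf for transgenic females. The animals were 4 to 6 months old. Per the labels, cells were microdissected from frozen sections before the RNA was extracted.

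The deposited scanner files hold the intensity of each spot in arbitrary brightness units, background-subtracted and spatially detrended by the extraction software, with no scaling between arrays. The authors also deposited a table of processed intensity values. Comparison with the scanner files showed that each value of that table was the median intensity over the spots of a miRNA, multiplied by 1 factor per array; the factor was 1000 over the 75th percentile of all spots, control spots included, and 100% of the values of every array lay within 1% of this product. The table is on a linear scale, is not centred, keeps negative values, and had cells left empty for all 6 arrays of a group at once by a rule that is not stated. Column medians of the table ran from 299.1 (M c-Raf replicate 6) to 2273 (F c-Raf replicate 4). All of its columns were matched to an array (0 not matched).

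The array carries 611 mouse and 39 viral miRNAs, each in 20 spots made of 1 to 4 different probes. Control spots were left out and no spot was saturated. Each spot's background-subtracted intensity was divided by the array's 75th percentile over the spots of the 27 mouse miRNAs detected on all 24 arrays, which is called the brightness of the array here. The median over the spots of a miRNA was taken, medians below 0.01 were set to 0.01 (the floor, -6.64 on the log2 scale), and log2 was computed. A miRNA counted as detected on an array when the extraction software flagged it so. Mouse miRNAs detected on at least 6 of the 24 arrays were tested, which kept 120. Names are those of the array design without the species prefix. The design is on mouse build mm9, for which no annotation was at hand; a gene table on assembly GRCm38 was used only to look up names and the chromosome.

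All 24 arrays entered 1 linear model with 1 mean per group, since the groups then share an estimate of the spread. limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided moderated test, 1.80 prior and 20 residual degrees of freedom) gave 6 comparisons: c-Raf against WT in males, in females and over both sexes, the difference of the c-Raf effect between the sexes, and males against females within WT and within c-Raf. P values were adjusted by Benjamini-Hochberg over the 120 miRNAs of each comparison, and a miRNA was called at an adjusted p under 0.05. Differences are on the log2 scale of the scaled intensities. The floor understates the change of dim miRNAs, and values at the floor have no order. Numbers of miRNAs detected per array were compared by exact two-sided permutation tests over the 924 ways to divide 12 arrays, adjusted over the 4 comparisons. A list of miRNAs of the imprinted cluster on chromosome 12 was tested with fry, a rotation test for sets in limma, and with camera at a preset correlation of 0.01. Where a miRNA was detected on no array of a group, a fold was to be given as a bound against the lowest signal well above background on each array.

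These choices, and the miRNAs that are named, were fixed before the data were examined. Named are the 13 miRNAs that the study tabulates for this platform, whatever their values; for each comparison the 5 called miRNAs with the smallest p, or the 3 with the smallest p where none was called; and any miRNA with an outlying array. Any other miRNA named was chosen after its values were seen, and this is said there.

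The files give the slide and the scan of each array. The replicate number was the slide for all 24 arrays, so each of the 6 slides held 1 array of every group. There were 4 scan batches, each with arrays of every group: slides 2 and 3 shared scan 4, slides 5 and 6 shared scan 2, and slides 1 and 4 were scanned apart as scan 3 and scan 1. Each group sat at 1 position on every slide, so position and group are confounded. The depth of an array is its signal over background: brightness ran from 34.9 to 1212 intensity units, while the floor stood for 0.349 to 12.1 units. The number of arrays in a group, 6, limits the precision; no interval by counting applies to arrays.

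Alternatives tried were other scalings (the percentile over all non-control spots, quantile normalization, none, or centring on the median of the 27 miRNAs), normexp background correction with an offset of 50, other summaries of the spots, the deposited table, floors of 0.1 and 0.001 or at each array's lowest signal well above background, other filters, eBayes with a trend, array weights, the slide (replicate block) or scan as a block, only the 12 arrays compared, each array left out in turn, and the methods' t-test after Benjamini-Hochberg and at the study's threshold. The files lack a mean signal per spot, so normexp was run on the median signal. Leaving out spots with an outlier flag, the authors' scale with no empty cells, and the methods' t-test on linear values were added after the data were seen.

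The model was tested on simulated data of 120 miRNAs, 30 of them changed, with levels kept above the floor, in 20 rounds. For M c-Raf against M WT, 56.7% of the miRNAs changed by 1 log2 unit and 94.2% of those changed by 2 were called, with 3.13% and 3.91% of the calls false. For F c-Raf against F WT the shares were 57.2% and 91.2%, with 3.38% and 3.53% false. fry passed the threshold in 20 of 20 rounds with a shifted set of several miRNAs and in 2 of 20 with an unshifted one. The permutation test did the same, with a shift of 3 SD. Neither setting matches the data. The set tested held 1 miRNA, and the male difference of 34.8 in miRNAs detected had SDs of 51.7 and 13.7. The 20 of 20 rounds therefore do not give the power of either test here. None of the shares above applies to miRNAs near the floor. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for loading and plots.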

Results

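The miRNA expression pattern was measured in lungs of M WT, F WT, M c-Raf and F c-Raf mice, with 6 arrays in each group. Of the 611 mouse miRNAs on the array, 27 were detected on all 24 arrays, 204 on at least 1 array and 407 on none. The arrays differed widely in brightness, from 34.9 intensity units (M c-Raf replicate 6) to 1212 (M c-Raf replicate 4). The number of mouse miRNAs detected ranged from 38 to 179, on the same arrays. The number detected rose with log2 brightness over the 24 arrays (Pearson r = 0.800, permutation p = 2e-05; Spearman rho = 0.779, permutation p = 1e-05, the smallest that the resamples can give). The adjusted p of r, over 2 such relations, was 4e-05. Without the 2 arrays farthest from the median brightness, r was 0.705. Within scan 2 and scan 4, with 8 arrays each, r was 0.931 and 0.970; scans 1 and 3 held 4 arrays each, which is too few.

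**Figure D1:**
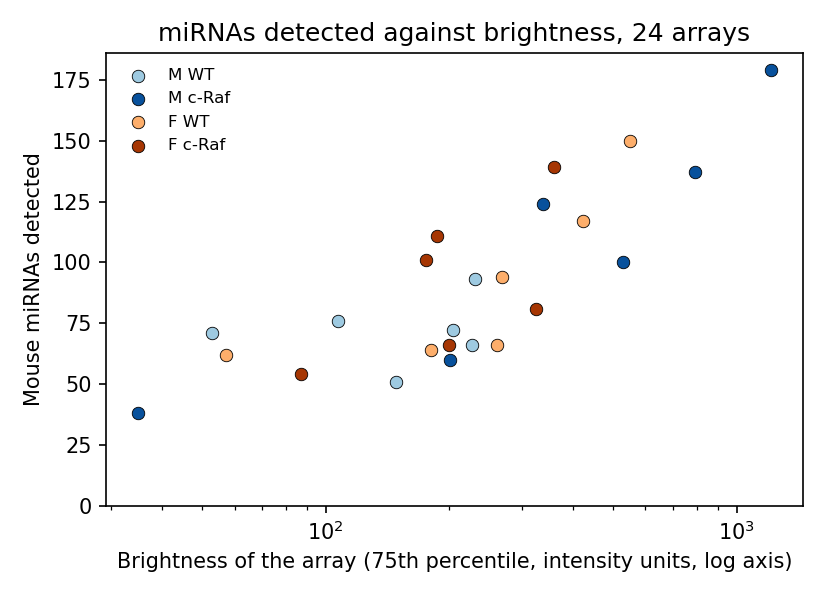
Number of mouse miRNAs detected (vertical axis) against the brightness of the array in intensity units (horizontal log axis), 1 point per array, coloured by group. The number rises from 38 on the dimmest array, M c-Raf replicate 6, to 179 on the brightest, M c-Raf replicate 4.

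How many miRNAs each group of lungs expressed was asked next. On at least 4 of the 6 arrays of a group, 100 miRNAs were detected in M c-Raf, 77 in F c-Raf, 57 in M WT and 70 in F WT. Per array, 106 ± 51.7 miRNAs (SD, n = 6) were detected in M c-Raf and 71.5 ± 13.7 in M WT. The difference of 34.8 was within the spread (exact permutation p = 0.149, adjusted p = 0.463). F c-Raf with 92.0 ± 31.3 and F WT with 92.2 ± 35.6 did not differ (exact permutation p = 1). M WT minus F WT was -20.7 in the mean (exact permutation p = 0.232, adjusted p = 0.463), and M c-Raf had 14.3 more than F c-Raf (exact permutation p = 0.576, adjusted p = 0.768). With single arrays left out, the differences of M c-Raf to M WT and of M WT to F WT kept their sign. Without M c-Raf replicate 4 the difference of M c-Raf to F c-Raf was -0.2, and that of F c-Raf to F WT ranged from -9.57 to 11.4. In the deposited values, 265, 232, 193 and 237 miRNAs had values in M c-Raf, F c-Raf, M WT and F WT. Of these, 36.2% to 42.7% per group were detected on no array of that group.

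To identify miRNAs regulated with the c-Raf transgene in males, M c-Raf was compared with M WT. Of 120 miRNAs tested, limma called 3, with 1 up-regulated and 2 down-regulated in M c-Raf, and 26 had an unadjusted p under 0.05. The median difference over the 120 miRNAs was 0.08. The count moved most, to 10, when the study's test and threshold were applied to linear values with no correction for multiple tests, and it was 0 without scaling between arrays. miR-214 had a mean log2 intensity of -3.26 ± 0.13 (SD, n = 6) in M c-Raf and -2.23 ± 0.45 in M WT. Its difference was -1.03 (SE 0.19, limma adjusted p = 0.00302), and it was lower on 6 of 6 slides. Within scans 1, 2, 3 and 4 its difference was -2.06, -0.78, -0.88 and -0.82. miR-486 was lower by -1.41 (SE 0.33, adjusted p = 0.0162) on 5 of 6 slides and within all 4 scans, at -3.70 ± 0.45 in M c-Raf and -2.29 ± 0.77 in M WT. miR-26b was up-regulated by 1.31 (SE 0.32, adjusted p = 0.0191) on 6 of 6 slides and within all 4 scans, at -4.46 ± 0.27 and -5.77 ± 0.71; it was detected on 4 M c-Raf arrays and on 1 M WT array. Single arrays decided some of these calls. The call of miR-26b was lost without M c-Raf replicate 3, M c-Raf replicate 4, M WT replicate 4 or M WT replicate 6. The call of miR-486 was lost without M WT replicate 4 (adjusted p = 0.0511), and 1 call was left then. Without M c-Raf replicate 6 there were 6 calls. miR-214 was kept with any 1 array left out. Without scaling its difference was 0.15, while the median of all tested miRNAs moved to 1.11, so it lay below the median in that setting too. With normexp, where the median moved to -0.79, miR-26b was at -0.65.

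In females, the same question was asked of F c-Raf against F WT. Here 6 of 120 miRNAs were called, 4 up-regulated and 2 down-regulated, with 17 at an unadjusted p under 0.05. The count was 0 with the percentile over all non-control spots and 11 with array weights. miR-146b was the miRNA with the smallest p: its mean log2 intensity was -4.52 ± 0.55 (SD, n = 6) in F c-Raf and -6.39 ± 0.62 in F WT, where 5 of 6 arrays lay at the floor. The difference was 1.87 (SE 0.26, adjusted p = 3.48e-05), with 6 of 6 slides in this direction, and 1.86, 1.53, 1.32 and 2.49 within scans 1 to 4. miR-21 was up-regulated by 2.31 (SE 0.44, adjusted p = 0.00188) on 6 of 6 slides, from -3.66 ± 0.74 in F WT to -1.35 ± 0.74 in F c-Raf, and by 2.53, 1.53, 2.29 and 3.00 within the 4 scans. Both calls held with any 1 array left out. miR-127 was up-regulated by 1.63 (SE 0.44, adjusted p = 0.0350) on 5 of 6 slides, from -6.06 ± 1.43 in F WT, where 5 arrays lay at the floor and 1 was at -3.15, to -4.44 ± 0.40 in F c-Raf. miR-193b was lower by -1.10 (SE 0.28, adjusted p = 0.0259), from -3.38 ± 0.38 to -4.47 ± 0.75, and miR-214 by -0.69 (SE 0.19, adjusted p = 0.0350), from -2.62 ± 0.24 to -3.30 ± 0.39; both were lower on 6 of 6 slides and within all 4 scans. The last 3 calls rested on few arrays. The call of miR-127 was lost in 9 of the settings that leave out 1 array, namely without F c-Raf replicates 2, 3, 5 or 6 or F WT replicates 1, 2, 3, 4 or 6. The call of miR-214 was lost in 9, without F c-Raf replicates 1, 2, 3 or 6 or F WT replicates 1, 2, 3, 4 or 6, and that of miR-193b in 4, without F c-Raf replicate 3 or F WT replicates 1, 2 or 6. The count fell to 2 without F c-Raf replicate 3 or F WT replicates 1, 2 or 6, and to 3 without F c-Raf replicates 2 or 6 or F WT replicates 3 or 4. miR-127 was at -0.028 with a floor of 0.1 and at -0.13 with the floor at the lowest signal well above background; with normexp miR-193b and miR-214 were at 0.40 and 0.30, where the median of all miRNAs moved to 0.62.

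**Figure D2:**
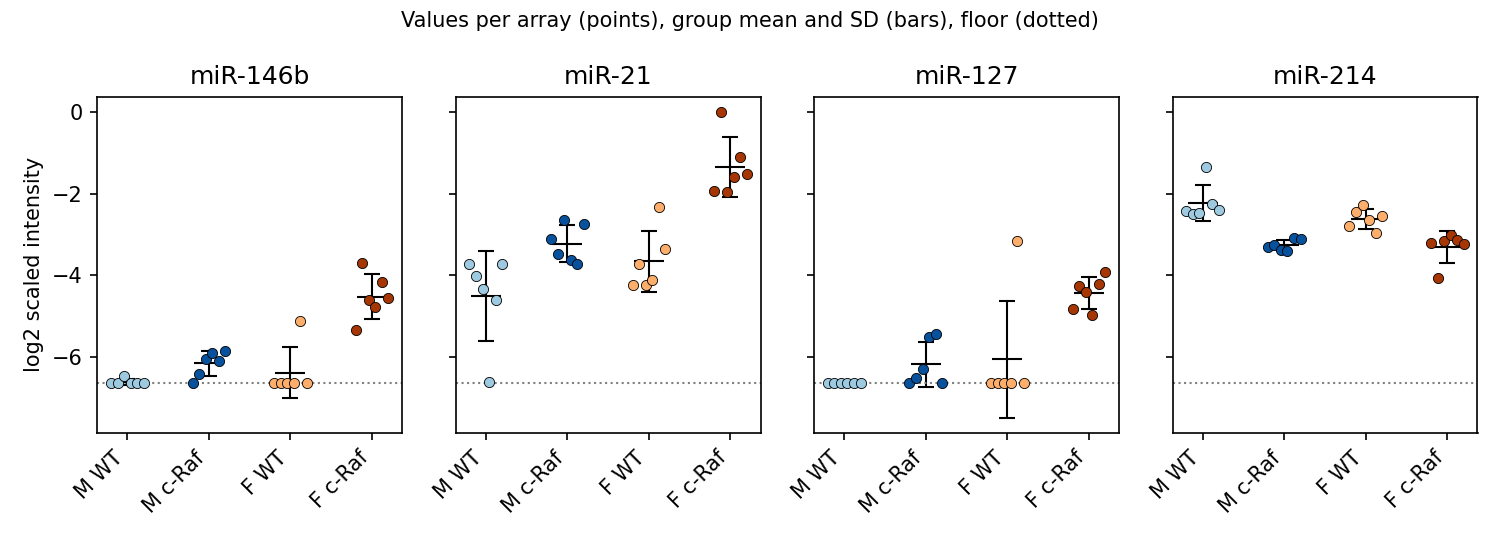
Log2 scaled intensity (vertical axis) of miR-146b, miR-21, miR-127 and miR-214 per array, in the 4 groups of 6 arrays, with points in the order of the slides, the group mean and SD as bars and the floor as a dotted line. F c-Raf lies highest for the first 3 miRNAs, and 1 F WT array, replicate 5, has miR-127 at -3.15 while the other 5 lie at the floor.

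Of the 3 male and 6 female calls, 1 was shared. Over both sexes 18 miRNAs were called, 13 up-regulated and 5 down-regulated, and 38 had an unadjusted p under 0.05. All 3 male and all 6 female calls were among the 18, which rest on the same arrays. The balance of directions depended on the processing: the total signal of the files gave 6 up-regulated and 8 down-regulated, and the slide as a block 18 and 14. The 5 with the smallest p were miR-146b (1.16, SE 0.18, limma adjusted p = 0.000156), miR-214 (-0.86, SE 0.14, adjusted p = 0.000156), miR-21 (1.80, SE 0.31, adjusted p = 0.000366), miR-193b (-0.97, SE 0.19, adjusted p = 0.00167) and miR-486 (-1.10, SE 0.23, adjusted p = 0.00214). These 5 calls held with any 1 array left out. Across the 120 miRNAs, which are not independent replicates, the male and female differences had a Pearson r of 0.539 and a Spearman rho of 0.534, and 65.8% had the same sign in both sexes. The groups of the 2 sexes share no arrays.

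Whether the c-Raf effect differed between the sexes was tested as an interaction. limma called 0 miRNAs, and 4 had an unadjusted p under 0.05. The 3 with the smallest p were miR-146b, with an effect in males minus that in females of -1.41 (SE 0.36, adjusted p = 0.0973), miR-497 (0.65, SE 0.27, adjusted p = 0.865) and miR-27b (0.84, SE 0.34, adjusted p = 0.865). This count depended on single arrays and on the processing. It was 2 with array weights and 1 with a floor of 0.1. Without F WT replicate 5, miR-146b (-1.66) and miR-127 (-1.74) were called, each with an adjusted p of 0.000503, and without F c-Raf replicate 1 miR-146b was called (-1.57, adjusted p = 0.0212). With the percentile over all non-control spots the difference of miR-146b was 0.97.

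Sex was compared within each genotype. Between M WT and F WT limma called 0 miRNAs, with 11 at an unadjusted p under 0.05, and the study's test called 0 after correction, with 2 at an unadjusted p under 0.05. The smallest p values belonged to miR-23a (-0.37, SE 0.14), miR-27b (-0.60, SE 0.24) and miR-486 (0.80, SE 0.33), each with an adjusted p of 0.502. Between M c-Raf and F c-Raf 3 miRNAs were called, all lower in males, and 10 had an unadjusted p under 0.05. They were miR-146b (-1.63, SE 0.26, adjusted p = 0.000263), miR-21 (-1.88, SE 0.44, adjusted p = 0.0206) and miR-127 (-1.74, SE 0.44, adjusted p = 0.0285). Each was lower on 6 of 6 slides and within all 4 scans. All 3 were also called in F c-Raf against F WT, which shares the F c-Raf arrays, so some overlap is expected. The call of miR-146b held with any 1 array left out. That of miR-21 was lost without M c-Raf replicate 2 or F c-Raf replicates 2 or 5, and that of miR-127 in 8 of the settings, without M c-Raf replicates 1, 2, 3 or 6 or F c-Raf replicates 2, 3, 5 or 6. Without M WT replicate 4 there were 6 calls. Without scaling between arrays none of the 3 was called (0 in all), although each difference stayed negative while the median of all miRNAs moved to 0.69.

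Of the 13 miRNAs that the study tabulates for this platform, 8 passed the filter and 5 did not. miR-96 and miR-182 were detected on 0 of 24 arrays, miR-433 on 1, and miR-184 and miR-337-5p on 5 each. The 8 tested miRNAs were higher in c-Raf than in WT in both sexes with the processing used here. The male values changed sign in other settings as given below. In females miR-146a was at -0.32 without scaling, -0.049 with the floor at the lowest signal well above background, -0.0168 with array weights, -0.0167 with outlier spots left out and -0.0016 without F WT replicate 6. With that floor miR-127 was at -0.13 and miR-183 at -0.0079 in females, and miR-127 was at -0.028 with a floor of 0.1. In males 0 were called and in females 3, both adjusted over the list alone and over all miRNAs tested. As the study chose the list on these samples, the first is not independent evidence. In males the largest difference was that of miR-21 (1.28, SE 0.44, limma adjusted p = 0.125), higher on 6 of 6 slides. miR-127 (0.47), miR-146b (0.46), miR-183 (0.54), miR-322 (0.49), miR-146a (0.46), miR-15a (0.36) and miR-34a (0.22) differed by less, with adjusted p from 0.264 to 0.466. In females the 5 not called were miR-183 (0.48), miR-322 (0.57), miR-146a (0.20), miR-15a (0.32) and miR-34a (0.37), with adjusted p from 0.440 to 0.853. The male differences changed sign with normexp for all 8, and with the floor at the lowest signal well above background for miR-127, miR-146b, miR-183, miR-322, miR-146a and miR-15a. The median of all tested miRNAs moved too in males, to -0.79 with normexp and -0.68 with that floor. miR-21, miR-15a and miR-34a lay above the median with normexp, and miR-15a with that floor. The others that changed sign lay below it. In M WT, miR-127, miR-146b and miR-322 were detected on 0 arrays, and in M c-Raf on 2, 3 and 4. No fold is given for them, since the M c-Raf mean lay below the lowest signal well above background. Their male differences are set by the floor, so no order of the sexes is read from them. The difference between the sexes was itself not called here, and its sign changed with another percentile. With that over all non-control spots miR-127 was at 5.29 in males and 4.92 in females, and miR-146b at 5.86 and 4.90. That percentile was only 1.17 to 5.84 intensity units, so the floor of 0.01 of it fell as well. Scaling and floor cannot be told apart there.

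**Figure D3:**
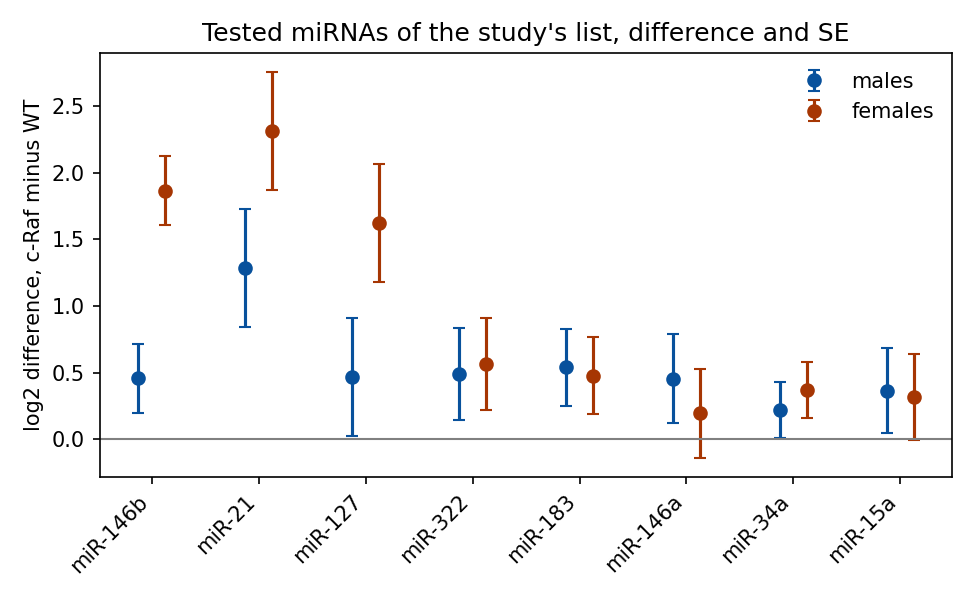
Log2 difference of c-Raf minus WT with its SE (vertical axis) for the 8 tested miRNAs of the study's list, in males and in females. miR-146b, miR-21 and miR-127 lie higher in females (1.87, 2.31 and 1.63) than in males (0.46, 1.28 and 0.47). The male values change sign with normexp, where the median of all miRNAs moved to -0.79. With the percentile over all non-control spots, which also lowers the floor, miR-127 and miR-146b are higher in males (5.29 against 4.92, and 5.86 against 4.90).

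The same list was also computed from group means of linear values on the authors' scale, with negative spots set to the floor before the median. The log2 ratio of the means was 1.82 in males and 2.06 in females for miR-21, and 2.16 and 0.41 for miR-183, which was detected on 1 M WT and 2 F WT arrays. The same computation gave 4.20 and 0.63 for miR-127, 3.81 and 2.39 for miR-146b, 4.11 and 1.90 for miR-184, 2.82 and 0.78 for miR-322 and 1.60 and 0.91 for miR-96. These 5 were detected on 0 M WT arrays and on at most 1 F WT array, so that the divisor was not above background. miR-183 was near the floor in WT too, at a mean log2 intensity of -6.42 in M WT and -6.13 in F WT. The numbers for miR-183 and for these 5 are not folds, and no order of the sexes is read from the list. For miR-146a the computation gave 1.74 in males and 0.16 in females, where the study's value is negative. miR-15a came to 1.08 and 0.35 and miR-34a to 1.19 and 0.33, below the study's values. miR-433 came to -0.13 and 0.48, miR-182 to -0.20 and -12.7 and miR-337-5p to 15.1 and 2.09. These 3 were detected on at most 1 WT array of either sex, so they give no folds. The study's values for miR-182 in females and miR-337-5p in males are far from these. After Benjamini-Hochberg correction over 611 miRNAs, 0 of the 13 passed in either sex by the study's test on these values. Without F WT replicate 5 the female numbers were 4.10 for miR-127, 4.68 for miR-146b, 3.72 for miR-184 and 1.21 for miR-183.

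miR-127, miR-433 and miR-337-5p lie in an imprinted cluster of miRNAs on chromosome 12, which was tested as a set. The array held 74 of its mature miRNAs, but only 1, miR-127, passed the filter, so that the set test is a test of miR-127 alone. It gave a p of 0.318 in males and 0.00193 in females by fry, and 0.613 and 0.0282 by camera with a preset correlation. Without F WT replicate 5 the fry p was 0.0315 in males and 2.51e-09 in females. With no filter the female p was 0.955 by fry.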

Values the study reported

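On the Agilent arrays, the study reported 193 miRNAs present in M WT, 239 in F WT, 267 in M c-Raf and 234 in F c-Raf. For miR-127 it gave a log2 ratio of c-Raf to WT of 4.18 in males (p = 0.0648) and 0.63 in females (p = 0.5827). For miR-146b the log2 ratios were 3.79 in males and 2.39 in females, for miR-184 4.09 and 1.89, for miR-21 1.82 and 2.06, for miR-322 2.82 and 0.78, for miR-183 2.15 and 0.41, and for miR-96 1.60 and 0.91. By qRT-PCR, the study gave log2 ratios for miR-127 of 3.36 in females and 2.44 in males, for miR-146b of 1.40 and 0.58, and for miR-21 of 1.95 and 0.72. The study took its qRT-PCR to bear out the Agilent changes of miR-184 and miR-146b, and that of miR-21 in females only. It also found miR-322 higher in both sexes by qRT-PCR, and for miR-96 the opposite order of the sexes. On the Affymetrix arrays it found miR-127 higher in both sexes.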

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

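Tests chosen only after the result was seen are those of a swap, of a single wrong label and of brightness for F WT replicate 5, and that of low brightness for M WT replicate 4. An array was singled out when its gap to the nearest other array exceeded the 95% limit for the range of its group of 6. Chance singles out about 5% of groups; 70 groups were examined, which would give 3.5, and 13 were found. They fell mainly on M WT replicate 4 with 4, and on F WT replicate 5, F c-Raf replicate 2 and M WT replicate 3 with 2 each. The 5% does not hold for groups with ties at the floor. For miR-127 and miR-146b in F WT replicate 5 and miR-146b in M WT replicate 3 the other 5 arrays lay at it. Any value above the floor is singled out there, so the excess over 3.5 is partly set by the floor.

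F WT replicate 5 lay apart from the other F WT arrays in miR-127 (-3.15) and miR-146b (-5.12), where the other 5 lay at the floor of -6.64. To see whether the array as a whole resembles c-Raf, each array was projected on the c-Raf to WT difference of its sex, over the miRNAs called for c-Raf against WT over both sexes together in the fit without that array, so that 0 is the WT mean and 1 the c-Raf mean. F WT replicate 5 scored 0.90 and had 14 of 20 miRNAs past the midpoint. The other F WT arrays scored -0.24 to -0.00096 and the F c-Raf arrays 0.67 to 1.70. In males the scores overlapped, at -1.45 to 0.56 in M WT and 0.48 to 1.28 in M c-Raf, so the score did not separate the genotypes there. F WT replicate 5 correlated best, at 0.975, with M c-Raf replicate 5 of the same slide. M c-Raf and F WT arrays of the same slide deviated together on all 6 slides, at correlations of 0.371 to 0.722. This match alone therefore does not show a likeness to c-Raf. Over all tested miRNAs it did not stand out: its median correlation was 0.928 with F c-Raf, where the highest of another F WT array was 0.930, and 0.912 with F WT, where the others had 0.893 to 0.945. A swap with an F c-Raf array would leave a partner among the WT scores, but the lowest F c-Raf score was 0.67. The brightness of the array does not account for it, since F WT replicate 4 was brighter and scored -0.0031. Nor do outlier spots: with those left out the score was 0.80, against 0.59 to 1.64 for F c-Raf. What stays open is a single wrong label, which the score of 0.90 is consistent with, RNA carried over from another sample, and a WT animal with a changed lung; the last 2 were not tested. A swap with an M c-Raf array was not tested either. The score rests on miRNAs that separate the groups, so it may not tell these explanations apart. Without F WT replicate 5 the differences of miR-127 and miR-146b in the c-Raf effect between the sexes were called.

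M WT replicate 4 had a median correlation of 0.554 with the other arrays of its group, against 0.815 to 0.937 for the others. Its log2 values were high for miR-214 (-1.34, others -2.50 to -2.25) and low for miR-21 (-6.62, others -4.60 to -3.72) and miR-34a (-2.77, others -1.69 to -1.20). The array was dim, at 52.8 intensity units. Low brightness alone does not account for it: F WT replicate 6 (57.2) and the dimmer M c-Raf replicate 6 (34.9) correlated with their groups at 0.837 or higher. The slide or its scan is argued against by the other 3 arrays of slide 4, which correlated with their groups at 0.912 or higher. Neither value excludes a fault of this hybridisation or its RNA, which no file describes, nor a difference of the animal; neither was tested. Without this array 1 male call was left.

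M c-Raf replicate 6, the dimmest array, had a median correlation of 0.837 with its group, against 0.938 to 0.964 for the other 5. Its number of detected miRNAs, 38, was the lowest. No explanation was tested for this array apart from the relation of detection to brightness given under other observations.

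The other arrays that stood apart did so in 1 or 2 miRNAs. F c-Raf replicate 2 was low in miR-214 (-4.07, others -3.24 to -3.01) and in miR-193b (-5.91, others -4.51 to -3.73), that is, on the far side from WT. F c-Raf replicate 4 was low in miR-34a (-1.85, others -1.31 to -0.99). M WT replicate 3 was high in miR-146b (-6.46) and in miR-146a (-5.21), and M WT replicate 2 in miR-183 (-5.79). In these last 3 cases 5, 2 and 3 of the other arrays lay at the floor, so the range of the group is partly set by it. No explanation was tested for these values.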

How the results depend on the processing

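Leaving out spots with an outlier flag, the authors' scale with no empty cells and the t-test on linear values were chosen after the data were seen; the other alternatives were planned. Over the 23 settings other than single arrays left out, the named miRNAs kept their direction and their side of the threshold 555 times; a call was lost 126 times and gained 7 times, and the direction changed 35 times. The changes of direction, and the changes in the comparisons, follow. The count between M WT and F WT was 0 in all 48 alternatives. Centring on the median of the miRNAs detected on all arrays gave 3, 4 and 18 calls in males, in females and over both sexes, and eBayes with a trend 3, 6 and 21.

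With the 75th percentile over all non-control spots, which is near the noise, the median difference moved to 1.00 in males and 0.61 over both sexes. It gave 1 call in males (miR-146b, higher in c-Raf; 0 of the 3 above), 0 in females, 3 over both sexes (all higher, against 13 higher and 5 lower) and 0 between M c-Raf and F c-Raf. The difference of the effect between the sexes for miR-146b became 0.97, and the cluster p in males 0.00363. The authors' scale with no empty cells gave 1, 0, 3 and 0, with 5.98 and 0.00366. The deposited values, for the 109 of 120 miRNAs with all 24 values, gave 0, 0, 0 and 0; no cluster p came from them, since miR-127 has empty cells. Quantile normalization gave 1 call in males, which was lower, and 1 between M c-Raf and F c-Raf; in females 2 were higher and 2 lower. Without scaling there were 0 calls in males, 0 in females, 1 over both sexes and 0 between M c-Raf and F c-Raf, at median shifts of 1.11, -0.21, 0.45 and 0.69; miR-214 in males was at 0.15, miR-146a in females at -0.32, and the cluster p in females was 0.150.

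With normexp there were 0 calls in each of these 4 comparisons, at median shifts of -0.79 in males, 0.62 in females, -0.08 over both sexes and -0.93 between M c-Raf and F c-Raf. In males miR-26b was at -0.65, miR-127 -0.84, miR-146b -0.83, miR-183 -0.85, miR-21 -0.39, miR-322 -0.88, miR-146a -0.83, miR-15a -0.50 and miR-34a -0.14. In females miR-193b was at 0.40 and miR-214 at 0.30, and over both sexes miR-146b at -0.0088. The difference between the sexes was -0.60 for miR-497 and -1.28 for miR-27b, and miR-27b in M WT against F WT was at 0.42. The cluster p was 0.127 in males, in the other direction, and 0.171 in females. The offset added to dim values was divided by the array's brightness afterwards, so dim miRNAs could follow the inverse of the brightness. This was not tested. Log2 brightness differed by 1.18 in males, -0.22 in females and 0.70 between M c-Raf and F c-Raf. The median shifts had the opposite signs, but those of 0.62 in females and -0.93 between M c-Raf and F c-Raf were larger than the brightness differences.

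With a floor of 0.1 there were 1 call in females, 7 over both sexes, 1 for the difference between the sexes and 1 between M c-Raf and F c-Raf; miR-127 in females was at -0.028 and the cluster p 0.173. miRNAs at that floor on both sides, miR-127 in males among them, have no value. With the floor at each array's lowest signal well above background there were 0 calls in males, 1 in females, 1 over both sexes and 1 between M c-Raf and F c-Raf. The median shifts were -0.68 in males, -0.016 in females and -0.44 over both sexes. In males miR-26b was at -0.50, miR-127 -1.02, miR-146b -1.17, miR-183 -1.13, miR-322 -1.23, miR-146a -1.09 and miR-15a -0.0076. In females miR-127 was at -0.13, miR-183 -0.0079 and miR-146a -0.049, and over both sexes miR-146b at -0.51. The difference between the sexes of miR-27b was -0.047 and its difference between M WT and F WT 0.33. The cluster p was 0.144 in males and 0.852 in females. This floor, once scaled, is lower on brighter arrays, and log2 brightness was higher in M c-Raf than in M WT by 1.18 in the mean (exact permutation p = 0.186). With a floor of 0.001 there were 5 calls in males, 2 of them shared with the 3 above, 10 over both sexes and 1 between M c-Raf and F c-Raf, and the cluster p in males was 0.00270.

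Filters changed counts partly through the number tested. With no filter (611 miRNAs) there were 1, 2, 7 and 1 calls in males, in females, over both sexes and between M c-Raf and F c-Raf, and the cluster p in females was 0.955, as its undetected members entered. With at least 12 arrays (81 miRNAs) there were 2 in females and 1 between M c-Raf and F c-Raf. With all 24 arrays (27 miRNAs) there were 1, 1, 3 and 0. With a mean above the 50th percentile (305 miRNAs) there were 2 in females, and the cluster p was 0.834 in males and 0.856 in females, both in the other direction.

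The summary by probe means gave 5 calls in males. The total signal of the files gave 1 in males, 3 in females, 0 between M c-Raf and F c-Raf, and 6 higher and 8 lower over both sexes. Array weights gave 6 in males, 11 in females, 2 for the difference between the sexes and 7 between M c-Raf and F c-Raf, with M WT replicate 4 weighted 0.085, and put miR-146a in females at -0.0168. It was at -0.0167 with outlier spots left out. Only the 12 arrays compared gave 1 in males and 3 in females. The methods' t-test after Benjamini-Hochberg gave 0 in males, with 15 at an unadjusted p under 0.05, and 2 in females. At the study's threshold it gave 0 and 3, and on linear values of the authors' scale 10 and 3. For the changes in these last 3 paragraphs the cause was not tested beyond what is stated.

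Arrays with the same number deviated together for 23 of 36 pairs of arrays at a correlation over 0.1. The median was 0.383 over the 36 against -0.057 for other numbers, so the numbers do not pair the arrays throughout. Pairs of M c-Raf and F WT exceeded 0.1 on all 6 slides (0.371 to 0.722), and pairs of F c-Raf and M WT on all but slide 6 (-0.419). With the replicate block, that is the slide, there were 3 calls in males, 10 in females, 32 over both sexes (18 higher and 14 lower) and 4 between M c-Raf and F c-Raf. The cluster p was 0.281 and 0.00143. With the scan as a block there were 7 calls in males, 9 in females, 30 over both sexes (18 higher and 12 lower) and 4 between M c-Raf and F c-Raf, and each named miRNA kept its call or the lack of one under both blocks.

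With single arrays left out, the counts ranged from 1 to 6 in males, 2 to 8 in females, 14 to 24 over both sexes, 0 to 2 for the difference between the sexes and 1 to 6 between M c-Raf and F c-Raf. The cluster p ranged from 0.0315 to 0.510 in males and from 2.51e-09 to 0.00553 in females; the lowest in both is without F WT replicate 5. In males the difference of miR-127 was 0.47 with and without it, so there only the spread changed; in females the difference itself rose from 1.63 to 2.21. miR-146a in females was at -0.0016 without F WT replicate 6. The difference in miRNAs detected per array ranged from 20.3 to 48.5 for M c-Raf against M WT, -9.57 to 11.4 for F c-Raf against F WT, -26.7 to -9.1 for M WT against F WT and -0.2 to 28.0 for M c-Raf against F c-Raf. Counted on at least 1 of 6 arrays, 187, 141, 126 and 171 miRNAs were detected in M c-Raf, F c-Raf, M WT and F WT. On all 6 arrays they were 33, 51, 37 and 55, so that M c-Raf was lowest and F WT highest.

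Signal over background limits the dim miRNAs: of the 13 that the study tabulates, 5 were detected on 5 arrays or fewer, so they did not pass the filter. On linear values of the authors' scale, miR-184 (unadjusted p = 0.0152 in males and 0.0402 in females) and miR-96 (0.0196 in males) passed the study's threshold, and neither passed after correction.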

Other observations

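The tests of the number detected against brightness over 24 arrays, of array position, of the rule for filled cells and of splits within slides were chosen after the result was seen.

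The number of miRNAs detected followed the brightness of the array, with r = 0.800 over 24 arrays. This suggests that brightness, rather than genotype, sets much of the number detected. The higher number in M c-Raf than in M WT was within chance to begin with, so the adjustment cannot decide its source: after adjusting for log2 brightness the difference was 7.03 (exact permutation p = 0.600).

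Cells of the deposited table are filled or empty per group. A positive median on at least 4 of the 6 arrays of the group is a candidate explanation: it placed 7 of 2444 miRNAs by group otherwise than the table. Among the 407 miRNAs that no array detected, this rule keeps 87 in M c-Raf, 68 in F c-Raf, 49 in M WT and 79 in F WT. Background noise around 0 is therefore enough to fill a cell.

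The floor held some detected miRNAs. On the brightest array, M c-Raf replicate 4, it stood for 12.1 intensity units and held 61 of 179 detected miRNAs, on F WT replicate 4 36 of 150 and on M c-Raf replicate 5 23 of 137. This did not follow brightness throughout: the floor held 1 of 100 on M c-Raf replicate 3 (brightness 528.8) and 17 of 139 on the dimmer F c-Raf replicate 4 (358.9).

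miR-146b, miR-21 and miR-127 were lower in M c-Raf than in F c-Raf. If scaling made this difference, its sign would change without scaling; the highest of the 3 differences was then -0.48, but none was called and the median of all miRNAs lay at 0.69, so scaling could contribute to the calls. Array position on the slide cannot be told apart from the group, as each group took 1 position on every slide. Sex remains open as an explanation and was not tested apart from position.

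The male and female c-Raf differences correlated across miRNAs with r = 0.539. Among 100 splits of the arrays within each sex, 4 gave a correlation as high, the real one included. When arrays were exchanged only within a slide, 7 of 100 did, so chance cannot be excluded for a shared effect over all miRNAs.

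Splits of the arrays were counted for each comparison, 100 each with the real one included. As many calls came from 1 of 100 splits for M c-Raf against M WT, from 2 of 100 for F c-Raf against F WT, from 1 of 100 over both sexes and from 1 of 100 for M c-Raf against F c-Raf, so chance can be excluded at 0.05 for each of these counts in such splits, which ignore the slides. When arrays were exchanged only within a slide, 1 of 32 splits gave as many for each of the 3 comparisons of 2 groups and 1 of 100 over both sexes, the real one alone. With the slide as a block as well, 2 of 32 gave as many for M c-Raf against M WT, so chance cannot be excluded there for the count of 3; for the other 3 only the real split did. For the counts of 0, the sex difference of the effect and M WT against F WT, 100 of 100 splits gave as many, as any split must, so this test says nothing about chance. For miR-127 as the set on chromosome 12, 4 of 100 splits gave as small a p in males and 3 of 100 in females. Within slides 2 of 32 did so in females, so chance cannot be excluded there. The other of these 2 splits had a fry p of 4.21e-05. On slide 5 F WT replicate 5 (-3.15) lay above F c-Raf replicate 5 (-4.21), so exchanging that slide raises the difference of miR-127. In males 4 of 32 within slides gave the same p and none gave a smaller one. Both male arrays of 2 slides lay at the floor, so exchanging them changed nothing. The test within slides therefore cannot decide about chance in males, which stays open. The male p of 0.318 uses the spread of all 4 groups, F WT replicate 5 included, and was 0.0315 without that array. Splits that follow the scans called 1 and 2 miRNAs in males, fewer than the real split, and 0 in F c-Raf against F WT and in the 2 comparisons of males with females; none was run over both sexes or for the sex difference of the effect.

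A probe for a miRNA of a mouse herpesvirus, mghv-miR-M1-2, was detected on 23 of 24 arrays. Every array detected 1 of the 39 viral miRNAs, so no other viral miRNA went with this one. Whether the signal comes from virus at all was not tested, so whether c-Raf lungs held more virus stays open. The scaled level of the probe differed by -0.99 in males and 0.25 in females, within the spread (exact permutation p = 0.266 and 0.693), with SDs of 0.55 to 1.82 in groups of 6. Its unscaled signal did not follow brightness either (r = 0.013, rho = -0.065, permutation p = 1 and 0.8; r = -0.099 without the 2 farthest arrays), unlike the number detected. The scaled level is divided by brightness, and log2 brightness differed by 1.18 in males and -0.22 in females. Scaling alone could thus give differences of the signs found, so they cannot decide whether c-Raf lungs held more virus. Cross-hybridisation was not tested.

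On the log2 scale used here the male differences of miR-127, miR-146b, miR-322 and miR-183 were 0.47, 0.46, 0.49 and 0.54, and that of miR-127 in females was 1.63. The first 4 are lower than the values quoted from the study above and the last is higher. In males the floor limits the differences here, as 6, 5, 6 and 3 of the 6 M WT arrays lay at it. For miR-127 in females F WT replicate 5 matters: on linear values the log2 ratio of the means came to 0.63 with it and 4.10 without it, where the other 5 F WT arrays, all at the floor, did not detect this miRNA. miR-184 had 2, 0, 2 and 1 arrays detected in M c-Raf, M WT, F c-Raf and F WT and was not tested. The number of miRNAs detected on at least 4 arrays was 57 in M WT, 70 in F WT, 100 in M c-Raf and 77 in F c-Raf. These are lower than the numbers quoted above; those of miRNAs with a positive median on at least 4 arrays were 194, 239, 267 and 234.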
